A study of Mus musculus with 16 samples. Its data were reported in "CD26-negative and CD26-positive tissue-resident fibroblasts contribute to functionally distinct CAF subpopulations in breast cancer" (2023).

How the data were processed

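Single-cell transcriptomes were measured by Drop-seq in end-stage mammary tumours of 2 mouse models of triple-negative breast cancer (TNBC). Drop-seq captures single cells with barcoded beads in droplets and counts the 3′ ends of their transcripts. WB1P tumours arise in WapCre;Brca1F/F;Trp53F/F mice, in which Cre recombinase deletes Brca1 and Trp53 in mammary epithelium. WB1P-Myc mice also carry a Cre-activated Myc-IRES-luciferase construct in the Col1a1 locus. Per the labels, live dapi-negative singlets were sorted by flow cytometry, and 4 droplet fractions of each cell suspension were made into libraries. Sequencing on a MiSeq and on a HiSeq2500 gave 16 count tables, 1 per fraction and instrument.

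The deposited tables hold raw counts of unique molecular identifiers (UMIs), one value per gene symbol and cell barcode, with 1000 barcodes per table. According to the methods of the study, the authors made them with dropseq-tools. No normalisation or filter on genes or mitochondrial share was seen in the deposited counts. The aligner and genome build were not given in the sources used here, and the tables identify genes by symbol only, so no coordinates are stated. A merged table of the series was not used here.

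The HiSeq tables were used for the main values. The MiSeq tables carry the same fraction numbers and served as a repeat run, not as replicates. The cDNA of each fraction was amplified in 2 rounds, and the sources used here do not say whether both runs sequenced the same library. Cells were kept under the filters described by the authors: genes seen in at least 3 cells, barcodes with at least 200 genes on loading and then 450 to 4000 genes, and under 20% mitochondrial UMIs. Counts were scaled to 10000 per cell and log-transformed. Cells were clustered on all genes with 30 principal components, 20 neighbours and Leiden resolution 0.3 in scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 under Python 3.11.15. Fibroblast-like cells were clustered again with 40 components at resolution 0.3.

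Clusters were named from marker lists for 11 cell types, and fibroblast clusters also from lists of 10 inflammatory and 10 myofibroblastic cancer-associated fibroblast (iCAF and myCAF) markers. These lists were not the signatures of the study. A marker led a cluster when at least 10% of its cells had a UMI and its mean was at least 2 times that in the other cells. A cluster was named for the type with most markers among its 10 top genes, those with the highest fold against all other cells among genes with a UMI in at least 25% of its cells. Ties, and clusters with no such marker, were decided by the number of leading markers and then by the sum of their log2 folds, and at least 3 were required. Much shallower clusters with no such marker stayed unnamed. In a first version of this rule the number of leading markers decided, and a cluster stayed unnamed when another type had more markers among its 10 top genes. It left the largest fibroblast cluster without a name. The rule was rewritten after that was seen, and the first version was kept as an alternative. Clusters named for pericytes were to be left out of the CAF shares, and with the main settings there was none. Such clusters formed at resolution 0.6 (103 cells) and with the 2000 most variable genes (70 cells).

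iCAF and myCAF scores were computed with the scanpy gene score. Gene levels are counts pooled over the cells of a class per 1000000 UMIs (CPM). For shares of cells with a UMI, cells were also thinned to 600 UMIs. Named genes were fixed by a rule. A list of 23 genes is given whatever their values. For each class, the 5 highest and the 5 lowest log2 ratios of WB1P-Myc over WB1P were taken among genes with at least 50 counts and with all 4 fractions of one model above all 4 of the other. Mitochondrially encoded genes were left out. Some genes that met the rule are not reported here. A gene at 0 in 1 model took a floor of 3 counts over that model. Under an alternative, a ratio had no value when both models had 3 counts or fewer or when the floor put it on the other side of 0, a condition added after such values were seen. The lists, comparisons, naming rule for genes and alternatives were set before the data were examined, except where a later choice is stated.

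The labels describe 4 fractions of 1 suspension per model, so each model was treated as 1 sample. A figure legend of the study gives 2 mice per model. Whether their cells were pooled is not given in the sources used here, and no fraction is assigned to a mouse. No test between models, p-value or count of changed genes was computed, and the SD over fractions is technical. Intervals are 95% and exact: Clopper-Pearson for shares, Poisson for CPM and conditional binomial for ratios. They cover counting error only, as do the limits of 3 counts for a count of 0. The models were also run in separate droplet sessions, so session and model cannot be told apart.

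Alternatives were the MiSeq run, both runs stacked, minimums of 200 and 700 genes, 10% mitochondrial UMIs, resolution 0.6, the 2000 most variable genes, 15 components, removal of doublets called by Scrublet, CAF naming by the higher score of each cell, a score from log2 CPM, thinning to 600 UMIs, edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors (R 4.3.3), a minimum of 20 counts, a floor of 1 count and leaving out each fraction. A further 4 were added after the data were seen: removal of near-identical barcodes, removal of fibroblast-like cells with a Rgs5 UMI, the first naming rule, and subtraction of free RNA estimated from the low barcodes of both runs. Free RNA could not be subtracted as first planned, since the HiSeq tables of WB1P-Myc hold 0 or 1 barcode under 200 genes each.

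Tested on simulated data, the pooled ratios recovered the sign of 100% of 200 planted changes of 2 log2 in well-counted genes. The median absolute error was 0.09 log2. The clustering named 100% of 600 cells of 3 kinds, and 30 of 30 planted barcode copies were found with 0 others. The 3 kinds were made by strongly raising the naming markers, so correct naming was almost assured. Genes with few UMIs and closely related kinds, such as myCAF-like and pericyte-like cells, were not simulated. Figures were drawn with matplotlib 3.10.9.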

Results

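Single-cell transcriptomes of end-stage WB1P and WB1P-Myc tumours were counted in 8 Drop-seq libraries, 4 droplet fractions per model, to find which cells of TNBC carry fibroblast and CAF gene expression. In the HiSeq run, the 4 WB1P fractions held 256985, 1729916, 1835139 and 1918672 UMIs. The 4 WB1P-Myc fractions held 3933029, 3814562, 4960334 and 4002788 UMIs. After filtering, 65, 426, 394 and 422 WB1P cells remained, with a median of 1724 UMIs per cell. In WB1P-Myc, 950, 889, 756 and 896 cells remained, with a median of 2359 UMIs. In total 1307 WB1P and 3491 WB1P-Myc cells were analysed over 18922 genes. Barcodes with more than 4000 genes, which the filter removes, numbered 40 in WB1P and 134 in WB1P-Myc and held 27.8% and 26.8% of all UMIs. No fraction is assigned to a mouse, so the fractions are not biological replicates.

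The MiSeq tables of the same fractions held between 323980 and 782518 UMIs and gave 1214 cells. Of the 1000 barcodes listed per library, the 2 runs shared between 2 and 11, 59 in all. Tables of different libraries shared at most 2, 16 in all. The repeat run therefore lists mostly other barcodes than the HiSeq run.

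The 4798 cells formed 6 clusters. Cluster 1 was named epithelial-like and held 1325 cells, 98.6% of them from WB1P-Myc. Its leading markers included Krt14, Krt17, Krt19, Cdh1 and Cldn7. Cluster 4, also epithelial-like, held 664 cells, of which 655 were from WB1P, and was led by Epcam, Krt8, Krt18 and 8 other epithelial markers. Cluster 2 was named Schwann-like, with Sox10 and Mbp among its leading markers, and held 1137 cells, all from WB1P-Myc. Macrophage-like cluster 3 held 1070 cells, fibroblast-like cluster 5 held 493 and endothelial-like cluster 6 held 109. Median depths were 2222 UMIs per epithelial-like cell, 3128 per Schwann-like cell, 1484 per macrophage-like cell, 2465 per fibroblast-like cell and 1635 per endothelial-like cell.

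The cell composition of the models was compared to ask how many fibroblasts each holds. Fibroblast-like cells were 16.7% of WB1P cells (95% interval 14.7 to 18.8, 218 of 1307) and 7.88% of WB1P-Myc cells (7.01 to 8.82, 275 of 3491). The means over fractions were 13.8% ± 7.25 (SD, n = 4) and 7.92% ± 0.663 (SD, n = 4). The pooled shares differ by more than the WB1P SD and the means by less, since WB1P fraction 1, with 3.08%, lay below all 4 WB1P-Myc fractions. The fibroblast-like share moved most in WB1P with the MiSeq run, to 19.6%, and in WB1P-Myc with a minimum of 200 genes, to 9.89%. In neither setting did an endothelial-like cluster form, and 9 and 7 endothelial markers led the fibroblast-like cluster, so these shares include cells with endothelial markers. Macrophage-like cells were 28.9% of WB1P cells (26.5 to 31.5) and 19.8% of WB1P-Myc cells (18.5 to 21.2). That difference was smaller than the SD of 14.0 over the WB1P fractions. At resolution 0.6 a cluster of 98 cells named for T or NK cells formed, 19 from WB1P and 79 from WB1P-Myc. The macrophage-like cluster then held 973 cells, against 1070 with the main settings, so the main class may include T or NK cells. Endothelial-like cells were 2.83% (2.00 to 3.88) and 2.06% (1.62 to 2.59), with overlapping intervals.

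Epithelial-like cells were 51.6% of WB1P cells (48.8 to 54.3) and 37.7% of WB1P-Myc cells (36.1 to 39.3). The means over fractions were 60.1% ± 21.7 (SD, n = 4) and 37.9% ± 3.74 (SD, n = 4). The pooled shares differ by less than the WB1P SD and the means by slightly more, with WB1P fractions from 45.7% to 92.3%. The WB1P-Myc share did not hold under other settings, since cells of this model changed class. It was 9.28% at resolution 0.6, where 28.7% of the cells had no name, and 0.632% in the MiSeq run, where 77.4% were named Schwann-like. Schwann-like cells were 32.6% of WB1P-Myc cells (31.0 to 34.2), between 27.9% and 37.8% by fraction. In WB1P there were 0 of 1307, which allows a share of up to 0.230%. With the 2000 most variable genes the WB1P share was 0.689%, and in the MiSeq run 0.473%.

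**Figure D1:**
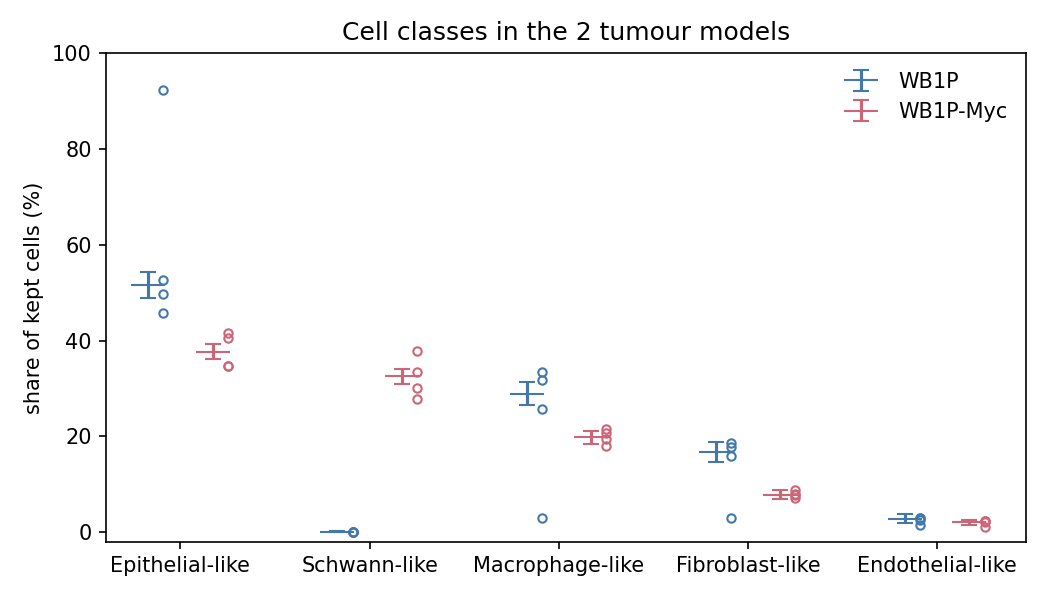
Share of kept cells in each of 5 cell classes (%, vertical axis) for WB1P and WB1P-Myc; dashes with bars are shares over all cells with 95% exact intervals, and open circles are the 4 droplet fractions. Epithelial-like cells reached 92.3% in WB1P fraction 1, against 45.7% to 52.6% in the other WB1P fractions, and with the main settings Schwann-like cells appeared in WB1P-Myc alone.

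Col1a1 was measured to find the fibroblast cells of these tumours. It reached 7174 CPM (7042 to 7309) in fibroblast-like cells, against 122 in epithelial-like, 80.5 in endothelial-like, 29.4 in Schwann-like and 28.9 CPM in macrophage-like cells. The endothelial-like value rests on 19 UMIs and mostly on WB1P-Myc fraction 3, with 421 CPM, against 0 to 64.0 CPM in the other WB1P-Myc fractions. A Col1a1 UMI was seen in 94.5% of fibroblast-like, 14.4% of epithelial-like, 7.74% of Schwann-like and 4.67% of macrophage-like cells. With cells thinned to 600 UMIs, the shares were 85.6% (82.2 to 88.6), 5.08% (4.16 to 6.14), 1.41% (0.806 to 2.28) and 1.87% (1.15 to 2.87). Fibroblast-like cells had 7730 CPM of Col1a1 in WB1P and 6839 CPM in WB1P-Myc. Col1a2 reached 21645 CPM in fibroblast-like and 103 CPM in macrophage-like cells. Vim was at 2714 CPM in fibroblast-like, 3548 in endothelial-like and 407 CPM in epithelial-like cells. Pdgfrb was at 151 CPM in fibroblast-like and 7.86 CPM in epithelial-like cells. The pericyte gene Rgs5 was at 423 CPM in fibroblast-like and 149 CPM in endothelial-like cells of WB1P, and at 452 and 1243 CPM in those of WB1P-Myc, where endothelial-like cells of fraction 3 had 3462 CPM. S100a4 was not restricted to fibroblast-like cells, with 374 CPM in macrophage-like and 145 CPM in fibroblast-like cells.

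The epithelial gene Epcam was at 2390 CPM in WB1P epithelial-like cells, 554 CPM in WB1P-Myc epithelial-like cells and 34.9 CPM in Schwann-like cells. In fibroblast-like and macrophage-like cells it was at 56.8 and 58.4 CPM. Over both models, Krt8 was at 529 CPM, Krt14 at 189.9 CPM and Itga6 at 69.0 CPM in epithelial-like cells. In fibroblast-like cells, Krt8 was at 24.5 CPM, Krt14 at 7.75 CPM and Itga6 at 10.3 CPM. Ptprc was at 465 CPM in macrophage-like and 5.17 CPM in fibroblast-like cells. Pecam1 was at 882 CPM in endothelial-like and 10.3 CPM in fibroblast-like cells.

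iCAF and myCAF scores were compared between fibroblast-like and other cells to see where the genes of both lists are expressed. Of the listed genes, Thbs2, Lrrc15 and Dpt are also among the top genes of the fibroblast-like cluster. An excess was therefore likely from the start, and it does not show 2 separate programmes. The mean iCAF score of fibroblast-like cells exceeded that of other cells by 0.595 in WB1P, with an SD of 0.212 over the 4 fractions, and by 0.613 in WB1P-Myc, with an SD of 0.1201. For the myCAF score the excess was 1.22 in WB1P (SD 0.134) and 1.21 in WB1P-Myc (SD 0.0760). Every excess was larger than its SD, and the differences between models were smaller than the SDs. Only 2 fibroblast-like cells came from WB1P fraction 1. The alternative that moved the iCAF excess of WB1P-Myc most was the MiSeq run, with 0.344.

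Reclustering gave 3 fibroblast clusters of 267, 200 and 26 cells. The first was named myCAF-like and held 57.8% of WB1P (50.9 to 64.4) and 51.3% of WB1P-Myc (45.2 to 57.3) fibroblast-like cells. The iCAF-like cluster held 40.4% (33.8 to 47.2) and 40.7% (34.9 to 46.8). The third stayed unnamed and held 1.83% (0.502 to 4.63) and 8.00% (5.08 to 11.9), intervals that do not overlap. It was shallow, with a median of 1109.5 UMIs, against 2878 in the myCAF-like and 2425 in the iCAF-like cluster. The intervals of the 2 models overlapped for both named clusters. The mean myCAF score was 0.763 and 0.655 in iCAF-like cells of WB1P and WB1P-Myc, against 1.33 and 1.40 in myCAF-like cells. The myCAF list was thus also expressed in the iCAF-like cluster. The mean iCAF score was 1.24 and 1.14 in iCAF-like cells, against 0.0576 and 0.0894 in myCAF-like cells. Both lists were used for naming. A Rgs5 UMI was seen in 22.1% of myCAF-like and 0.500% of iCAF-like cells, and 5 pericyte markers led the myCAF-like cluster beside 4 myCAF markers, so its share includes pericyte-like cells. At resolution 0.6 a pericyte-like cluster of 103 cells formed. Among the remaining cells, myCAF-like cells were 46.0% (38.5 to 53.7) in WB1P and 29.0% (23.0 to 35.5) in WB1P-Myc, intervals that do not overlap. iCAF-like cells were 49.4% and 55.6%, and 4.55% and 15.4% were in an unnamed cluster. This cluster of 41 cells was not the shallow one of the main settings. Its median was 7265 UMIs, and Mcm6, Cenpe and Cdk1 were among its top genes. Its cells carry neither CAF name but count in the total, so both CAF shares depend on how they are named. The myCAF-like intervals did overlap in the other settings that left out pericyte-like cells, with 48.9% (41.5 to 56.3) and 43.6% (37.1 to 50.2) for the 2000 most variable genes and 56.0% (48.7 to 63.2) and 52.9% (46.4 to 59.4) without Rgs5-positive cells.

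Dpp4, which encodes CD26, and Cd34 were compared between CAF clusters because the study used these proteins to separate fibroblast subsets. Neither was used for naming. Dpp4 had 29 UMIs in 200 iCAF-like cells (51.7 CPM, 34.6 to 74.3) and 7 UMIs in 267 myCAF-like cells (7.34 CPM, 2.95 to 15.1), a log2 ratio of 2.82 (1.59 to 4.25). Cd34 was at 235 CPM (197 to 279) and 17.8 CPM (10.4 to 28.6), a log2 ratio of 3.72 (2.99 to 4.54). Without thinning, 8.00% of iCAF-like and 2.25% of myCAF-like cells had a Dpp4 UMI, against 0.151% of epithelial-like and 1.96% of macrophage-like cells, which were at 11.9 CPM. Of the 23 Dpp4 UMIs in macrophage-like cells, 20 were in WB1P-Myc, and this class may include T or NK cells. For Cd34 the shares of iCAF-like, myCAF-like and epithelial-like cells were 38.0%, 5.24% and 1.51%. Median depths of these were 2425, 2878 and 2222 UMIs. Cd34 was higher in endothelial-like cells, with 530 CPM and a UMI in 58.7% of cells, so it is not specific to iCAF-like cells. Thinned to 600 UMIs, 3.00% (1.11 to 6.42) of iCAF-like and 0.375% (0.00948 to 2.07) of myCAF-like cells had a Dpp4 UMI, with overlapping intervals. Both ratios were positive in each model: Dpp4 3.48 (1.34 to 6.67) in WB1P and 2.44 (0.92 to 4.24) in WB1P-Myc, Cd34 3.40 and 3.91. The Dpp4 ratio moved most with thinning, to 3.59, and the Cd34 ratio with resolution 0.6, to 4.52.

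Of the chemokines, Cxcl12 differed most between the CAF clusters, with 797 CPM (725 to 875) in iCAF-like and 96.5 CPM (77.8 to 118) in myCAF-like cells, a log2 ratio of 3.05 (2.72 to 3.39). Ccl7 was at 1534 and 724 CPM, a ratio of 1.08 (0.94 to 1.23). Ccl8 was at 299.6 and 147 CPM, a ratio of 1.03 (0.70 to 1.36). In WB1P alone the Ccl8 ratio was 0.30 (−0.23 to 0.83), a difference not detectable at this depth, and at resolution 0.6 it was −0.15 (−0.68 to 0.38). Cxcl2 was at 474 and 296 CPM, a ratio of 0.68 (0.43 to 0.93), and reversed to −0.08 when cells were named by their higher score. Ccl2 was at 1361 and 1174 CPM, a ratio of 0.21 (0.08 to 0.35). In WB1P-Myc alone, neither Ccl2 (0.16, −0.02 to 0.34) nor Cxcl2 (0.31, −0.07 to 0.69) differed detectably, but at resolution 0.6 both did, with 1.43 (1.14 to 1.73) and 0.86 (0.35 to 1.38). The pooled Ccl2 ratio reversed to −0.02 under 10% mitochondrial UMIs and reached 1.93 with the 2000 most variable genes. Outside fibroblasts, macrophage-like cells had 1538 CPM of Cxcl2 and 531 CPM of Ccl8, above the 359 and 201 CPM of fibroblast-like cells. Of the other fixed genes, Acta2 was at 1797 CPM in myCAF-like and 62.4 CPM in iCAF-like cells, but it is a marker used for naming. The S100a4 ratio was 1.11 (0.71 to 1.50), with 1.34 in WB1P-Myc and no detectable difference in WB1P (0.19, −0.75 to 1.11), where it was 2.14 (0.66 to 3.92) at resolution 0.6, and the Pdgfrb ratio −1.55 (−2.10 to −1.03).

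**Figure D2:**
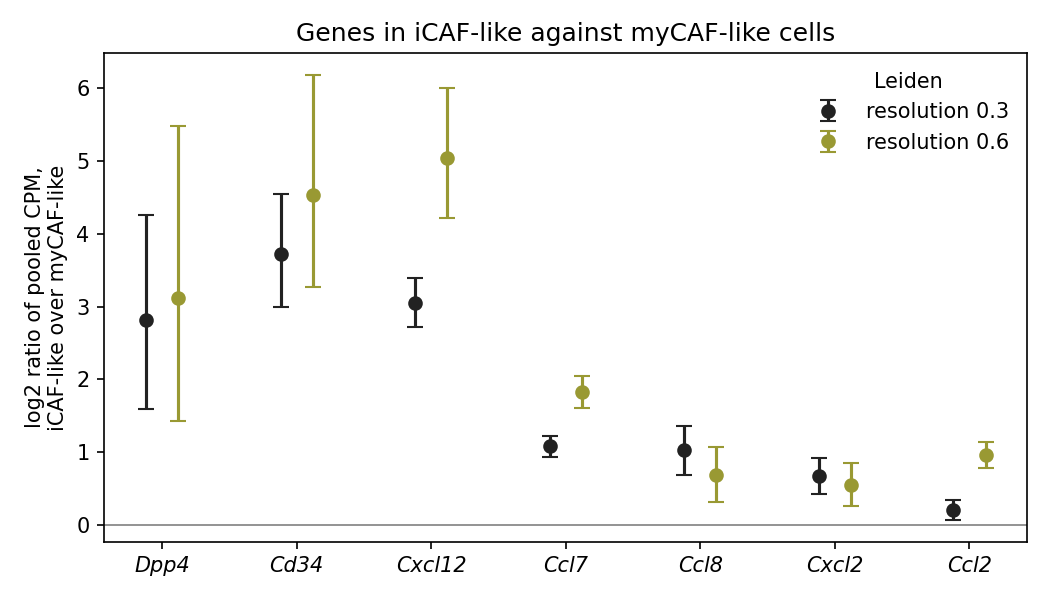
Log2 ratio of pooled CPM, iCAF-like over myCAF-like cells (vertical axis), for 7 genes not used for naming, at Leiden resolution 0.3 and 0.6; points are ratios over both models and bars 95% conditional binomial intervals. Cd34, Dpp4 and Cxcl12 were 2.82 or higher at both resolutions, and Ccl2 rose from 0.21 to 0.96.

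WB1P-Myc was compared with WB1P within epithelial-like cells to describe how the tumour cells of the models differ. These are mostly cells of different clusters, 1 and 4, so the comparison also sets one cluster against the other. It rested on 2039424 UMIs of 674 WB1P cells and 4832870 UMIs of 1315 WB1P-Myc cells. In 3486 genes with enough counts, all 4 fractions of one model lay above the other, which describes 1 sample per model. The genes highest in WB1P-Myc had 0 UMIs in WB1P. Igf2 was at 266 CPM in WB1P-Myc, at least 181-fold higher. Bex1 at 143, Mfng at 142 and Bex4 at 138 CPM were at least 97.2-, 96.6- and 93.5-fold higher. These limits depend on the UMIs of WB1P, and without its fraction 2 the log2 limit fell from 7.50 to 6.86 for Igf2 and to between 5.91 and 5.96 for the others. In the MiSeq run the limits were 5.94 for Igf2 and 5.62 for Bex1. The Mfng limit fell from 6.59 to 3.95 at resolution 0.6, where an unnamed cluster of 238 WB1P-Myc cells with Mfng as its top gene lay outside the class. Among the 5 lowest, Spp1 was at 121 CPM in WB1P-Myc and 8839 CPM in WB1P, a log2 ratio of −6.19 (−6.31 to −6.07). Cst6 was at 2.28 and 233 CPM, a ratio of −6.68 (−7.69 to −5.83). Dcpp1 was at 1.66 and 134 CPM (−6.34, −7.56 to −5.34). Chrm3 had 2 UMIs in WB1P-Myc and was at 34.8 CPM in WB1P (−6.39, −9.47 to −4.49). Dcpp2 had 0 UMIs in WB1P-Myc and 67.2 CPM in WB1P, at least 108-fold lower. Of the 10, 3 were also among the top genes that define a cluster. TMM and DESeq2 scaling shifted the median ratio over 9394 genes by 0.15 and 0.11 log2, small beside these ratios. The ratio that moved most was that of Cst6, which was −0.12 in the MiSeq run with 5 WB1P-Myc cells in the class.

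Within fibroblast-like cells, the comparison asked how the fibroblasts of the 2 models differ. It rested on 583325 UMIs of 218 WB1P cells and 964824 UMIs of 275 WB1P-Myc cells, and 319 genes had all 4 fractions of one model above the other. Col10a1 was at 345 CPM in WB1P-Myc and 3.43 CPM (2 UMIs) in WB1P, a log2 ratio of 6.65 (4.79 to 9.71). WB1P-Myc fraction 4 alone had 1074 CPM, and without it the ratio was 5.14. Col2a1 was at 124 CPM against 1 UMI (6.18, 3.68 to 11.5). It was far higher in Schwann-like cells, at 2549 CPM, and its ratio was 0.57 in the MiSeq run. Ccl17 was at 53.9 CPM against 2 UMIs (3.97, 2.05 to 7.06), uneven over the WB1P-Myc fractions (85.2, 11.4, 15.9 and 114 CPM), and its ratio was 3.31 without WB1P fraction 3. Macrophage-like cells had more Ccl17 and in the other direction, with 101 CPM in WB1P-Myc and 207 CPM in WB1P. Hoxc10 was at 51.8 CPM against 0 UMIs, at least 10.1-fold higher, a log2 limit of 3.33 that fell to 2.67 without WB1P fraction 3. In the other direction, Cpxm2 was at 94.3 CPM in WB1P-Myc and 297 CPM in WB1P (−1.65, −2.04 to −1.28). The ratio was −1.79 for Il4ra, −1.64 for Hspa1b, −1.60 for Epcam and −1.46 for Podn. Hspa1b was not lower in fibroblast-like cells alone. It was at 57.9 CPM in WB1P-Myc and 140 CPM in WB1P epithelial-like cells, and at 22.0 and 83.0 CPM in macrophage-like cells. Epcam is an epithelial gene, and its ratio was −0.41 after subtraction of free RNA. WB1P fraction 1 held 2 cells, in which each of these 5 genes was at 337 CPM, so few UMIs decided which genes met the condition. It left out larger differences, noticed after their values were seen: Mmp13 was at 1.04 CPM in WB1P-Myc and 811 CPM in WB1P, and Spp1 at 963 and 5465 CPM.

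Within macrophage-like cells, with 662683 UMIs of 378 WB1P cells and 1272255 UMIs of 692 WB1P-Myc cells, 614 genes had all 4 fractions of one model above the other. Here too WB1P fraction 1 gave only 2 cells. The class may include T or NK cells, and unevenly, since 79 WB1P-Myc and 19 WB1P cells took that name at resolution 0.6. Cd36 was at 208 CPM in WB1P-Myc and 10.6 CPM in WB1P, a log2 ratio of 4.30 (3.23 to 5.62). Gpnmb was at 191 and 15.1 CPM (3.66, 2.76 to 4.74), and the ratio was 3.01 without WB1P-Myc fraction 3. H19 (4.33, 3.19 to 5.79) and Col2a1 (3.94, 2.55 to 5.84) were also higher in WB1P-Myc. Both genes were higher in the epithelial-like or Schwann-like cells of WB1P-Myc, H19 with 2927 CPM in WB1P-Myc epithelial-like cells, and the H19 ratio was 1.38 after free RNA was subtracted in WB1P-Myc, while the estimate for WB1P was 0. Cd74 was at 1398 CPM in WB1P-Myc and 6406 CPM in WB1P (−2.20, −2.28 to −2.12). Its WB1P level ranged from 2048 to 9716 CPM over fractions. With all fractions in, the Cd74 ratio stayed between −2.45 and −2.075 under the other settings, resolution 0.6 among them. The ratio was −2.33 for Ifitm1, −2.26 for Plxdc2, −2.15 for Mmp13 and −2.14 for Dcstamp. The Mmp13 level in WB1P macrophage-like cells, 143 CPM, was below that in WB1P fibroblast-like cells, 811 CPM. Of the 10 genes, 4 were among those that define a cluster.

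The genes targeted in these models were read in every library. Over all cells, Myc was at 31.8, 63.6, 80.6 and 69.9 CPM in the WB1P fractions and at 152, 152, 122 and 129 CPM in the WB1P-Myc fractions. In epithelial-like cells Myc was at 67.2 CPM (56.4 to 79.4) in WB1P and 204 CPM (191 to 217) in WB1P-Myc. In fibroblast-like cells the levels were 123 (96.6 to 155) and 97.4 CPM (78.7 to 119), with overlapping intervals. Brca1 over all cells was at 10.6, 3.53, 4.92 and 2.72 CPM in WB1P and 14.3, 15.1, 9.76 and 12.4 CPM in WB1P-Myc. Trp53 was at 0, 16.8, 28.5 and 22.7 CPM in WB1P and 25.6, 29.8, 22.4 and 26.2 CPM in WB1P-Myc. The 0 in WB1P fraction 1 is among 94408 UMIs and allows up to 31.8 CPM. In epithelial-like cells Trp53 was at 7.85 CPM (4.48 to 12.7) in WB1P and 14.1 CPM (10.9 to 17.8) in WB1P-Myc, against 42.9 (27.7 to 63.3) and 40.4 CPM (28.7 to 55.3) in fibroblast-like cells. Tags from 3′ ends can lie outside the deleted exons and outside the Myc part of the construct, so these levels do not measure deletion or the transgene.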

Values the study reported

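By flow cytometry, the study reported on average 11.08% (±5.5%) tdTomato-negative cells without epithelial markers in transplanted tumours of all its models. It found no PDGFRβ, a fibroblast marker, on these cells. EpCAM-negative tumour cells sorted from WB1P-Myc tumours formed tumours when transplanted again. EpCAM-negative, CD49f-positive cells made up 1.8% of the cells that were neither endothelial nor immune in WB1P tumours and 1.7% in WB1P-Myc tumours. The study called the EpCAM-negative, CD49f-positive cells tumour cells, since they had lost Trp53 and Brca1. Those cultured from WB1P tumours did not contract collagen. The percentages above are protein-based shares of other cell populations than the transcript-based classes of the report, so they cannot be set beside its shares.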

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

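In 16 groups of 4 fractions, 5 had a fraction whose gap to the nearest other was a larger part of the range than chance gives in about 1 in 20 such groups. The values come from fractions of what the labels describe as 1 suspension per model. The labels give no biological difference between fractions and no fraction is assigned to a mouse, so no biological explanation was tested. A difference between mice stays open, since pooling of their cells is not stated. The test of low depth below was set before its result was seen, and its 2 limits for cells without a class were added after.

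In WB1P, fraction 1 stood apart in 3 measures. Its total was 256985 UMIs, against 1729916 to 1918672 in the other fractions, and 65 cells were kept, against 394 to 426. Of these cells 92.3% were epithelial-like, against 45.7% to 52.6%. These 3 measures are not independent, since few UMIs leave few cells. Low depth of this library was tested as the explanation of the epithelial-like share. The tables of fractions 2 to 4 were thinned to 256985 UMIs and filtered again, and the epithelial-like share of the cells kept in both was 80.8% (74.0 to 86.5, 135 of 167). The condition fixed before the test was a rise to at least 83.0%, the lower limit of the interval for fraction 1 (83.0 to 97.5), and it was not met among these cells. A further 39 of the 206 barcodes that passed the filter after thinning had no class, because they had not passed it before. With none of them epithelial-like the share would be 65.5%, and with all of them 84.5%, so the outcome depends on cells that were not classed. Low depth may account for part or all of the difference, and this cannot be told apart from a true difference of the fraction. In the MiSeq run the table of the same fraction was not the lowest, with 458285 UMIs, against 323980 to 504579 in the other WB1P tables, and 125 kept cells, against 98 to 101. A lost or poorly made library stays open.

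In WB1P-Myc, fraction 3 held 4960334 UMIs, against 3814562 to 4002788 in the others. Its 52 barcodes with more than 4000 genes held 41.4% of its UMIs, against 13.6% to 28.2% in the other fractions, so barcodes outside the kept cells carry much of the excess. The UMIs of its kept cells, 2767838, were the fewest of the 4 fractions, where the others had 2820712 to 3365270. A difference in library preparation or loading was not tested.

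In WB1P-Myc fraction 2, the myCAF score of fibroblast-like cells exceeded that of other cells by 1.32, against 1.16 to 1.18 in the other fractions. It rests on 72 fibroblast-like cells. The iCAF excess of the same fraction was 0.459, the lowest of the 4, where the others had 0.623 to 0.751. Without this fraction the iCAF-like share of WB1P-Myc fibroblast-like cells was 44.3% and the myCAF-like share 47.3%, against 40.7% and 51.3% with it, so it holds relatively more myCAF-like cells. Clusters were named from the genes of the scores, so this mix is no independent test, and why it differs was not tested.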

How the results depend on the processing

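Removal of near-identical barcodes, removal of Rgs5-positive cells, the first naming rule and subtraction of free RNA from both runs were chosen after the data were seen. No paired analysis was possible because the fractions of the 2 models are not matched to one another and each model was treated as 1 sample. Of the values of the comparisons under other settings, 146 stayed within the interval or the SD over fractions of the reported value, 87 moved further and 2 reversed. The 146 include 4 scores from log2 CPM, which were compared by sign only. Where no reason is given, the cause was not tested.

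The fibroblast-like share stayed higher in WB1P than in WB1P-Myc under every setting run for both shares, as did the macrophage-like and the epithelial-like share. The iCAF and myCAF excess of fibroblast-like cells and the log2 ratios of Dpp4, Cd34, Ccl7, Ccl8 and Cxcl12 pooled over both models kept their sign wherever a value was given. In WB1P alone the Ccl8 ratio changed sign at resolution 0.6, from 0.30 to −0.15. With all fractions in, ratios of Dpp4 ranged from 2.56 to 3.59 and of Cd34 from 3.02 to 4.52. Scores from log2 CPM are on another scale and gave excesses of 4.20 and 4.60 for iCAF and 5.58 and 5.99 for myCAF.

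In the MiSeq run, epithelial-like, fibroblast-like and macrophage-like shares were 55.3%, 19.6% and 24.6% in WB1P and 0.632%, 9.23% and 12.8% in WB1P-Myc. The WB1P-Myc epithelial-like share fell because 612 cells formed 1 cluster that took the Schwann name. The iCAF excess was 0.375 and 0.344, the myCAF excess in WB1P-Myc 0.897, and the myCAF-like share 89.2% and 80.8%. No endothelial-like cluster formed, and 9 endothelial markers led the fibroblast-like cluster. With no iCAF-like cluster, 9 of the 21 comparisons gave no value. With both runs stacked, the WB1P-Myc epithelial-like share was 21.5% and its myCAF-like share 60.5%.

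With at least 200 genes, the macrophage-like share was 24.9% and 18.5%, and in WB1P-Myc the epithelial-like share was 33.4% and the fibroblast-like share 9.89%. Here too no endothelial-like cluster formed, and 7 endothelial markers led the fibroblast-like cluster. The myCAF excess was 0.872 and 0.933, the myCAF-like share 29.3% and 31.5%, and the WB1P iCAF-like share 21.7%. Ratios were 0.65 for Ccl2, 1.60 for Ccl7, 0.95 for Cxcl2 and 3.97 for Cxcl12. With at least 700 genes, the macrophage-like share was 25.4% and 17.9%, the WB1P fibroblast-like share 19.1%, the WB1P-Myc epithelial-like share 26.5% and the WB1P-Myc iCAF-like share 50%. The myCAF excess was 1.37 and 1.31, and the ratios of Ccl2 and Ccl7 were 0.83 and 1.46. Under 10% mitochondrial UMIs, the WB1P-Myc epithelial-like and myCAF-like shares were 23.4% and 57.7%, the Ccl2 ratio reversed to −0.0204 and the Cxcl2 ratio was 0.43.

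At resolution 0.6, the WB1P-Myc epithelial-like and macrophage-like shares were 9.28% and 17.6%, with 28.7% of its cells unnamed. A cluster of 98 cells was named for T or NK cells, 79 of them from WB1P-Myc. The iCAF-like share was 49.4% and 55.6% and the myCAF-like share 46.0% and 29.0%. A pericyte-like cluster of 103 cells was left out, and 15.4% of the remaining WB1P-Myc cells were in an unnamed cluster. Ratios were 0.96 for Ccl2, 1.83 for Ccl7 and 5.03 for Cxcl12. With 15 components the WB1P-Myc epithelial-like share was 21.4%. With the 2000 most variable genes it was 32.7%, the iCAF-like share was 51.1% and 56.4% and the myCAF-like share 48.9% and 43.6%, without 70 cells of a pericyte-like cluster. Ratios were then 1.93 for Ccl2, 2.30 for Ccl7, 0.59 for Ccl8, 1.27 for Cxcl2 and 4.01 for Cxcl12.

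Without the 55 doublets called by Scrublet, the WB1P-Myc epithelial-like share was 30.5% and the ratios of Ccl2, Ccl7 and Cxcl12 were 0.66, 1.62 and 3.93. Without near-identical barcodes, the epithelial-like share was 47.3% and 31.2%, the WB1P macrophage-like share 31.6% and the WB1P-Myc iCAF-like share 47.5%. Ratios of Ccl2, Ccl7, Cxcl2 and Cxcl12 were 1.07, 1.92, 0.95 and 4.01. Without Rgs5-positive cells, the WB1P-Myc iCAF-like share was 47.1% and the Ccl2 ratio 0.047. With cells named by their higher score, the iCAF-like share was 26.1% and 32.4% and the myCAF-like share 73.9% and 67.6%. Ratios were then 0.039 for Ccl2, 0.82 for Ccl7 and 2.63 for Cxcl12, and the Cxcl2 ratio reversed to −0.0751. With cells thinned to 600 UMIs, the myCAF excess was 1.01 and 0.899 and the WB1P-Myc iCAF excess 0.379. Ratios of Ccl2, Ccl7, Ccl8, Cxcl2 and Cxcl12 were 0.46, 1.78, 1.39, 0.93 and 3.80. Under the first naming rule, 9 of 21 comparisons had no value, the myCAF-like shares and the 7 ratios of iCAF-like over myCAF-like cells, because the largest fibroblast cluster stayed unnamed. The others were identical.

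Leaving out each fraction reversed no comparison. The Ccl2 ratio ranged from 0.13 to 0.37, Ccl7 from 1.00 to 1.30 and Cxcl12 from 2.70 to 3.61, and the other comparisons stayed within the interval or SD. For the genes named between models, 207 values were within their interval and 33 outside it. Col10a1 in fibroblast-like cells was 5.14 without WB1P-Myc fraction 4. In epithelial-like cells, Dcpp1 was −7.95 and Cst6 −7.75 without WB1P-Myc fraction 3, and Dcpp2 −5.66 without WB1P fraction 3. In macrophage-like cells, Gpnmb was 3.01 without WB1P-Myc fraction 3, Cd36 5.06 without WB1P fraction 2 and Col2a1 5.29 without WB1P fraction 4. Ccl17 in fibroblast-like cells ranged from 3.31 to 4.48. Col2a1 in fibroblast-like cells fell to 3.93 without WB1P fraction 3, which held its single UMI, since 0 UMIs take the floor.

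Under the other settings, 350 values of the named genes stayed within their interval, 52 moved and 0 reversed. The MiSeq run moved 15 and gave no value for 8, because both models were at or under 3 counts or 0 UMIs set a limit on the far side of 0. Mfng in epithelial-like cells fell to 3.95 at resolution 0.6, and also moved with at least 200 genes and without doublets. In these settings an unnamed WB1P-Myc cluster of 238, 185 and 222 cells had Mfng as its top gene. The exclusion of limits was added after the first values were seen. Before it, the MiSeq limits for Dcpp1, Dcpp2 and Chrm3 in epithelial-like cells had counted as reversals. Subtraction of free RNA moved 6 of 20, among them Col2a1 and Epcam in fibroblast-like cells and H19 and Cd74 in macrophage-like cells. The estimate was 8.57% and 8.63% of fibroblast-like UMIs and 6.87% of WB1P-Myc macrophage-like UMIs. It was 0% in WB1P macrophage-like cells, where a keratin had no UMI and nothing was subtracted, so ratios in macrophage-like cells were corrected in WB1P-Myc alone. With a minimum of 20 counts, 9, 7 and 7 of the 10 epithelial-like, fibroblast-like and macrophage-like genes stayed named, and with a floor of 1 count, 8, 10 and 10 did.

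Depth limits the rarer genes. Dpp4 rests on 29 and 7 UMIs, several genes between models on 0 to 2 UMIs in WB1P, and the WB1P stromal values on fractions 2 to 4, since fraction 1 gave 2 fibroblast-like and 2 macrophage-like cells.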

Other observations

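The tests of chance likeness of barcodes and of shallow cells were chosen after their results had been seen, and the subtraction of free RNA from both runs after the data had been seen. The others below were set before.

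Some kept barcodes lie 1 base from a barcode of the same table with at least 5 times their UMIs. There were 162, 114 in WB1P (8.72% of kept cells) and 48 in WB1P-Myc (1.37%), and 111 and 46 of these were epithelial-like. Chance likeness is argued against by shuffling the bases within each position, which gave a mean of 0.78 such barcodes and at most 4 in 100 shuffles. Copies of the deep barcode made by base errors were tested by comparing profiles. Of 160 that could be compared, 100% (97.7 to 100) were most like their own deep barcode among those of the library, where chance gives 11.96%. Of these, 6.25% differ from it at the last base. These barcodes may therefore be copies of deep barcodes rather than separate cells. Without them the epithelial-like share of WB1P was 47.3%. No biological explanation was tested.

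The Schwann-like cluster held 1137 cells of WB1P-Myc and 0 of WB1P with the main settings. Its marker Sox10 was at 249 CPM, and Col2a1, chosen after its level was seen, at 2549 CPM. Epithelial-like cells also had Sox10, at 87.3 CPM. Shallow or damaged cells as the source are argued against by the median depth of the cluster, 1.34 times the median of the cells' own libraries. Scrublet called 0.967% of the cluster doublets (0.484 to 1.72, 11 of 1137), against 1.15% of all cells, so its calls were not concentrated there. It called only 55 cells in all, so the cluster could not have reached the share set for the test. The test therefore cannot exclude doublets. Cells of the tumour lineage were tested by the median log2 expression of 5166 genes on each of 20 chromosomes. The cluster over fibroblast-like cells correlated with the epithelial-like cluster of WB1P-Myc over macrophage-like cells with a Pearson r of 0.721, and with the WB1P tumour cluster with an r of 0.0221. Genes are not independent replicates. Of 10000 shuffles of genes, 95.5% gave a lower r, against the level of 95% set for the test. The result is borderline, since r lies inside the range that holds 95% of shuffles on both sides (−0.0261 to 0.751), and in the first 1000 shuffles the share was 95.1%. The number of shuffles was raised after that share was seen, and an earlier run on a wrong gene annotation was void. Tumour-lineage cells are thus a candidate explanation that these data leave open. The study reported EpCAM-negative tumour cells in WB1P-Myc tumours, but whether they match this cluster was not tested. A shared droplet session of both WB1P-Myc clusters, true Schwann cells and a difference between the tumours stay open and untested, since each model was treated as 1 sample.

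Epcam was among the genes lower in fibroblast-like cells of WB1P-Myc. When the free RNA estimated from low barcodes was subtracted in both models, its log2 ratio went from −1.60 to −0.41. Free RNA may therefore explain part of this ratio. For H19, higher in macrophage-like cells of WB1P-Myc but not in its fibroblast-like cells (319 CPM, against 389 in WB1P), and for Col2a1, higher in both, free RNA stays open. In macrophage-like cells nothing was subtracted in WB1P, so a lower ratio was bound to follow, and the fibroblast-like Col2a1 ratio rests on 1 UMI in WB1P. Expression of these genes in a few stromal cells was not tested.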
